A study of Drosophila melanogaster with 25 samples.

How the data were processed

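Total RNA of fly brains was sequenced to compare genotypes of the replication-independent histone H3.3, which is encoded by His3.3A and His3.3B, at 2 adult ages. Per the labels, each adult sample pooled 8 female brains taken 1 or 10 days after eclosion, the emergence of the adult from the pupal case. RNA was extracted with Trizol and a Zymo column kit that included DNAse I, per the labels' protocols. Libraries were made from total RNA with a Tecan kit and a custom depletion of Drosophila rRNA, and were sequenced as paired-end reads of 100 nt, per the labels. The 23 brain libraries fall into 8 groups, which are 4 genotypes at 2 ages. OreR is the wild type (its sample titles call it the H3.3 wild type). The other genotypes are written here as in the sample titles. H33null is a null genotype for H3.3, H33H32 is labelled with H3.3 followed by H3.2 (the replication-coupled form of H3), and H33S31A with H3.3 followed by the name of a residue change. The labels do not describe the alleles further. Each group has 3 libraries except H33S31A at 10 days, which has 2 (replicates 2 and 3). There are also 2 libraries of larvae of the third instar. Their titles call them H3.3 wild type, while their genotype characteristic names an HP1a genotype. They therefore enter only descriptions of histone gene levels and of Y-linked counts.

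The deposited table holds raw counts of read pairs per gene for the 25 libraries and 17357 genes. Per the file headers, the authors counted with featureCounts 2.0.6 on coordinate-sorted alignments, as read pairs over exons summed per gene on the sense strand, with no option for reads that map to several places or overlap several genes. Reads shared by near-identical paralogs may therefore be lost from both, depending on how the aligner reported them, which is not known. The levels of such genes, the Hsp70 copies among them, are uncertain. The aligner and its version are not stated in the header or labels. The genome is a custom form of dm6, per the deposited annotation and the contig lengths: the histone gene complex (172579 bp, where BDGP6.54 annotates 23 copies of the H3 gene) is absent from 2L, and 1 repeat of 5080 bp with the genes H1.A, H2b.A, H2a.A, H4.A and H3.A stands as a contig of its own, named His here. Coordinates below are those of that genome, so positions on 2L beyond the complex are lower than in dm6. The annotation named in the header differs from the deposited one for the histone contig, where the counted features are longer. Gene symbols came from the deposited annotation for 17352 of the 17357 genes (the 5 genes of the histone contig carry their identifiers), and biotypes from BDGP6.54 for 17221. The 37 mitochondrial genes and the 35 genes on unplaced contigs are listed at 0 counts in all libraries and could not be tested.

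Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups given (13041 genes), scaled by TMM (trimmed mean of M values) and fitted with glmQLFit on a model of 8 group means over the 23 brain libraries. Each of 19 contrasts was tested with glmQLFTest: 6 of a mutant against OreR at an age, 6 between mutants at an age, 4 of 10 days against 1 day within a genotype, and 3 of the difference between a mutant and OreR in that change with age. All adjusted p-values for genes are from this quasi-likelihood test with Benjamini-Hochberg adjustment within a contrast, unless another tool is named, and a gene is called changed at an adjusted p below 0.05. Log2 fold changes give the first-named group over the second. Standard errors (SE) were derived from the fold change and the F statistic. Levels are CPM (counts relative to the TMM-scaled library size), as mean ± SD. The model has no replicate term, because replicate numbers in the labels carry no stated pairing. Larvae were compared with OreR at 1 day in a fit of those 5 libraries alone (11164 genes), for the histone genes only. Gene lists (9 lists fixed before the data were examined) were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01) and adjusted over the 171 tests of list and contrast. The 9 lists are the H3.3 genes, H3.3 and H3 deposition factors, other histone variants, antimicrobial peptides, heat shock proteins, photoreceptor genes, fat body genes, germline genes and a list of Y-linked genes with lncRNA:roX1 and lncRNA:roX2, of which only the roX pair passed the filter. The symbols DLP and CG8290 of the deposition list matched no gene of the annotation.

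The rule for naming genes was also set before the data were examined. It names His3.3A, His3.3B and the genes of the histone contig, the called members of the lists, and the 2 largest rises and 2 largest falls in each mutant contrast against OreR, each contrast of H33null with H33H32 and the age contrast in OreR. Those had to be called, to reach a mean of 1 CPM over the brain libraries, and to have every library of one group above every library of the other. It also names the 3 genes with the largest mean rise and the 3 with the largest mean fall among genes called the same way in all 6 mutant contrasts against OreR. Genes called in the contrasts of the change with age were named after their values were seen. Where all libraries of a group have 0 counts, a fold is given as a lower bound against 3 counts over the group. With 1 to 3 counts over the group, the ratio of counts per scaled library size is given with its exact 95% interval. Such bounds and intervals cover counting error only.

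Libraries hold 8164883 to 17060905 counted pairs in brains and 27349675 and 32021711 in larvae. The precision this gives was tested on simulated data, with negative binomial counts drawn from the means, dispersions and library sizes of the real genes and 200 genes changed by 1 on the log2 scale. In the comparison of H33null with OreR at 1 day (12477 genes in that step) 45.5% of the 200 genes were called, with 1 call among unchanged genes. The recovery was 41.5% for H33S31A against OreR at 10 days (12457 genes), 43.5% for H33null against H33H32 at 10 days (12487 genes), 42% for the change with age in OreR (12480 genes) and 29.5% for the difference in that change between H33null and OreR (12477 genes). DESeq2 called 62.8% in a simulation of H33null against OreR at 1 day restricted to changed genes above 1 CPM, with 16 unchanged genes called, over 13041 genes. In that simulation a list shifted as a whole had a camera p of 2.44e-09 and a fry p of 1.14e-07, and 1 other list had a camera p below 0.05.

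No 2 columns were identical. Replicates of a group differed by 4.93 to 42.8 in chi-square per gene, far above sampling noise, and correlated across genes at Pearson's r of 0.936 to 0.987 in log2 CPM, so each library was counted as a replicate. A background rate was measured in each library as the counts per exon kb over chemosensory receptor genes (gustatory, olfactory and ionotropic receptors by symbol), leaving out the 0.25 of the 186 genes with the highest rate, which left 139 genes with 224 kb of exon. That definition was chosen after the data were seen, and the rate over all 186 genes was tried first.

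Alternatives set before the data were examined were RLE size factors in place of TMM, no filter on low counts, DESeq2 1.42.0 (Wald test), a replicate block, a fit of the compared groups alone, leaving out each library in turn, fry in place of camera, and a threshold of 0.01. A log2 background covariate, its form over all 186 receptor genes, and subtraction of the background from the counts were added after the data were seen. The subtraction took the rate times the exon length of a gene, with no allowance for copies pooled on the histone contig. Overlaps between contrasts that share the OreR libraries were set against simulated unchanged groups (20 simulations). The version run first kept the OreR libraries as counted and drew the mutant groups around the OreR mean. It removes the error of the control from the comparison, since the drawn groups centre on those same libraries, and so gives the wrong reference. After its result was seen it was replaced by one that draws all 4 groups of an age, OreR included, from their common mean, and values of both are given. Enrichment of calls near His3.3A and His3.3B (within 1 Mb) used Fisher's exact test over tested genes. Gene sequences were not used here, so no allele was read, and the counts do not show histone protein. Other splits of the libraries were counted for contrasts of groups with at least 3 libraries each, so not for H33S31A at 10 days.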

Results

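Read pairs were counted per gene in 25 libraries of total RNA from Drosophila melanogaster, 23 of them from pooled brains of adult females and 2 from larvae of the third instar. The series asks whether the supply of histone H3 or the identity of the H3.2 and H3.3 forms matters for development. Its design sets a genotype null for H3.3 (H33null), one labelled with H3.2 after H3.3 (H33H32) and one labelled with a residue change in H3.3 (H33S31A) against the wild type OreR. Brains were taken 1 and 10 days after eclosion, with 3 libraries per genotype and age, and 2 for H33S31A at 10 days. Counted pairs per library ran from 9934576 to 14779593 in OreR, 8275809 to 11332116 in H33null, 10807853 to 14239709 in H33H32 and 8164883 to 14400446 in H33S31A at 1 day. At 10 days they ran from 9029760 to 12929243, 10357956 to 16933461, 12306479 to 17060905 and 11033506 to 13104110 in the same order. Between 12172 and 16297 of the 17357 genes had a count in a brain library, and 13041 passed the filter and were tested.

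The libraries differed in a background of counts spread over genes that are silent in most of them. The rate over chemosensory receptor genes ran from 0.0371 to 1.56 CPM per exon kb. It was 0.0591 ± 0.0217 in OreR, 0.0594 ± 0.0252 in H33null, 0.0822 ± 0.0666 in H33H32 and 0.0803 ± 0.0561 in H33S31A at 1 day (SD, n = 3 each). At 10 days it was 0.704 ± 0.743 in OreR, 0.315 ± 0.238 in H33null and 0.224 ± 0.151 in H33H32 (n = 3 each), and 0.246 ± 0.0573 in H33S31A (n = 2). The highest rate belonged to OreR at 10 days, replicate 2, where extending it to all exons accounts for 5.81% of the counts, against 0.831% and 1.23% in the other 2 libraries of that group. The first principal component of the log2 CPM held 48.5% of the variance and followed the log2 background over the 23 libraries, with Pearson's r = 0.988 and Spearman's rho = 0.933 (2-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Without the 2 libraries farthest from the median background r was 0.985, and over deviations from the group means it was 0.974. The relation therefore held within groups, and the groups at 10 days differed from those at 1 day in background as well as in age. A model with the log2 background as a covariate is given beside the main one where it changes a count or call; it was chosen after the data were seen.

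**Figure D1:**
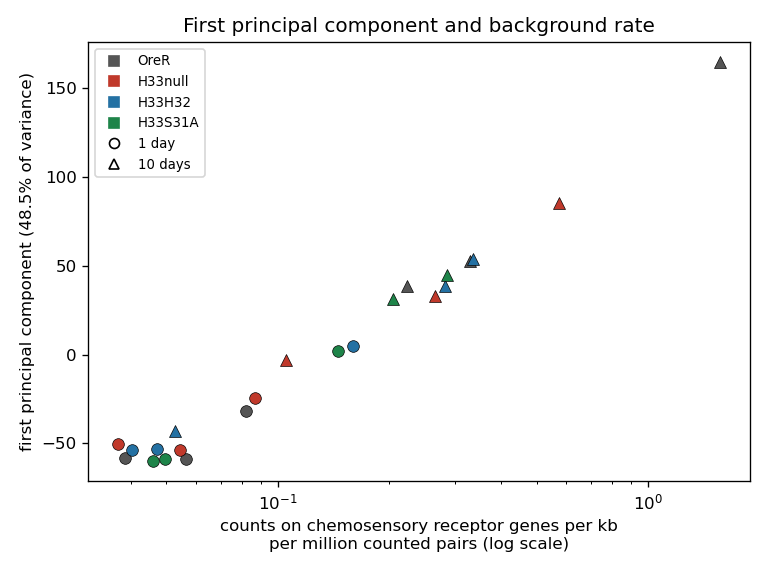
First principal component of the log2 CPM (y axis, arbitrary units) against the log2 background rate in CPM per exon kb (x axis) for the 23 brain libraries, 1 point per library, coloured by genotype and shaped by age. The points follow a line (r = 0.988), and the library farthest to the right is OreR at 10 days, replicate 2, with a background of 1.56 CPM per kb.

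His3.3B (FBgn0004828, X, 9152523 to 9156669) stood at 1340 ± 65.3 CPM in OreR and 26.3 ± 3.27 CPM in H33null at 1 day (n = 3 each), a log2 fold change of -5.67 (SE 0.19, adjusted p = 1.91e-14 by edgeR). At 10 days the levels were 1020 ± 202 and 20.6 ± 4.9 CPM (n = 3 each), a log2 fold change of -5.64 (SE 0.19, adjusted p = 1.97e-14). The lowest OreR library held 9049 counts of His3.3B and the highest H33null library 301. In H33H32 the level was 1340 ± 139 CPM at 1 day and 1220 ± 143 CPM at 10 days (n = 3), and in H33S31A 1350 ± 149 CPM (n = 3) and 1170 ± 16.3 CPM (n = 2), none of them called against OreR (log2 fold changes of the alternatives from -0.06 to 0.36). His3.3A (FBgn0014857, 2L, 5055058 to 5056149) was higher in H33null, at 99.2 ± 14.6 against 59.4 ± 5.65 CPM at 1 day (log2 fold change 0.74, SE 0.16, adjusted p = 0.00453) and 84.8 ± 12.6 against 52.4 ± 14.7 CPM at 10 days (log2 fold change 0.69, SE 0.16, adjusted p = 0.0077; n = 3 each). It was 67.9 ± 6.9 and 62.1 ± 2.8 CPM in H33H32 and 61.9 ± 6.03 and 54.8 ± 2.57 CPM in H33S31A at 1 and 10 days, and was not called against OreR in either. Over the 14 alternatives the log2 fold change of His3.3A in H33null at 10 days ran from 0.53 to 0.96, and its call was lost in the fit of the compared groups alone (0.71, adjusted p = 0.161, against 0.000324 to 0.161 over the alternatives). The calls for His3.3B in H33null held under all alternatives. Against H33S31A, His3.3A was called higher in H33null at 1 day (0.68, adjusted p = 0.0104, kept in 12 of 14 alternatives) but not at 10 days. Against H33H32 it was not called at either age, and was called in 2 and 1 of 14 alternatives at 1 and 10 days. Its log2 fold changes over H33H32 ran from 0.46 to 0.66 and from 0.34 to 0.56 over these alternatives. Gene counts give RNA levels and do not show which allele the RNA comes from.

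**Figure D2:**
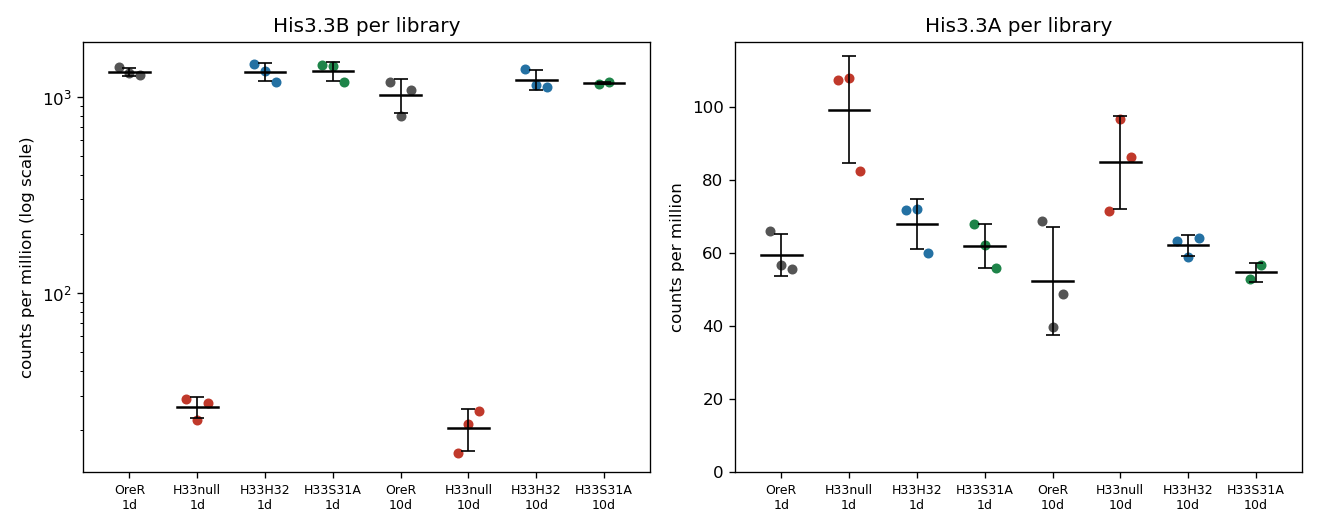
CPM of His3.3B (log axis) and His3.3A (linear axis) in each brain library, grouped by genotype and age, with points for libraries and bars for the mean ± SD. His3.3B lies near 26.3 and 20.6 CPM in the 2 H33null groups and at 1020 CPM or more in the means of the other groups, and His3.3A is highest in H33null.

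The replication-coupled histone genes were measured on the single repeat of the custom genome, so each value pools all copies. Their counts rose with the background rate within groups, by 85 CPM per kb of H3.A for each 1 CPM per kb of background (95% interval 76.3 to 93.6), 138 of H2b.A (97.4 to 178), 170 of H2a.A (90.8 to 250), 126 of H4.A (54.7 to 197) and 111 of H1.A (43.8 to 179). Without OreR at 10 days, replicate 2, the slope of H3.A fell to 56.9 (41.8 to 72.1), and those of H2b.A (127, 16.7 to 238) and H2a.A (225, 9.33 to 441) stayed above 0. The slopes of H4.A (123, -72.7 to 318) and H1.A (113, -72.7 to 299) hardly moved, but their wider intervals included 0. Levels of H3.A, H2b.A and H2a.A therefore mix RNA and background, and for H4.A and H1.A the slope was not resolved without that library. In H33null against OreR at 1 day, H2a.A (His contig, 2437 to 2920) was at 130 ± 6.05 against 76.9 ± 20.1 CPM (log2 fold change 0.76, adjusted p = 0.0231) and H4.A (3150 to 3848) at 181 ± 8.23 against 108 ± 12.5 CPM (0.75, adjusted p = 0.00791; n = 3 each). The changes of H3.A (1.04), H2b.A (0.8) and H1.A (0.18) were not called, but with the background covariate H3.A (1.06, adjusted p = 0.00233) and H2b.A (0.83, adjusted p = 0.00778) were. Over the 14 alternatives the adjusted p ran from 0.000256 to 0.412 for H3.A and from 0.00778 to 0.384 for H2b.A. The call for H2a.A was lost with the background subtracted. It was also lost when replicate 2 or 3 of OreR or replicate 1 or 2 of H33null at 1 day was left out. The subtraction took the rate of a single-copy gene, for H2a.A 0.408 of 980 counts in OreR at 1 day, replicate 1. It therefore hardly changed the counts of the contig, and the loss does not show what the background contributes to H2a.A. The call for H4.A was lost without OreR at 1 day, replicate 2 (0.66, adjusted p = 0.0507, against 0.00117 to 0.0507 over the alternatives). At 10 days H4.A was lower in H33null, at 121 ± 20 against 206 ± 49.6 CPM (n = 3 each; -0.76, adjusted p = 0.00654), a call lost without H33null at 10 days, replicate 1 (-0.64, adjusted p = 0.054) and in the fit of the compared groups alone (-0.75, adjusted p = 0.14, against 0.000708 to 0.14 over the alternatives). In the model of group means no gene of the contig was called in H33H32 or H33S31A against OreR at either age, but some were in an alternative. In H33H32 at 1 day H2a.A was called in 4 of 14, among them the background covariate (0.65, adjusted p = 0.0194, against 0.0131 to 0.402 over the alternatives) and DESeq2 (0.68, 0.0436). H2b.A was called in 2, the covariate (0.75, adjusted p = 0.0272, against 0.00817 to 0.492) and its untrimmed form. The untrimmed form also gave H3.A, in H33H32 at 1.07 (adjusted p = 0.000975, to 0.654 over the alternatives) and in H33S31A at 0.73 (0.0266, to 0.985). At 10 days calls came from leaving out an OreR library. Without replicate 3 H3.A was lower in H33H32 (-1.53, adjusted p = 0.0136, to 0.932) and H33S31A (-1.53, 0.0392, to 0.972) and H4.A lower in H33H32 (-0.63, 0.0148, to 0.641), and without replicate 1 H3.A was lower in H33H32 (-1.52, 0.0392).

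To ask how each genotype departs from the wild type, each was compared with OreR at the same age. At 1 day 1035 genes were called in H33null (594 higher, 441 lower), 428 in H33H32 (259 higher, 169 lower) and 310 in H33S31A (131 higher, 179 lower). Of these, 461 (318 higher, 143 lower), 248 (168 higher, 80 lower) and 172 (79 higher, 93 lower) had at least a 2-fold change. DESeq2 moved the first count most among tools and scalings, to 1534 (759 higher, 775 lower). Leaving out 1 library moved the H33null count to 601 (H33null replicate 3), 648 (OreR replicate 3) and 677 (H33null replicate 2), the H33H32 count to 221 (H33H32 replicate 2), 227 (OreR replicate 3) and 263 (H33H32 replicate 1), and the H33S31A count to 198 (H33S31A replicate 2). With the background covariate the counts were 1420, 639 and 466, and 1034, 428 and 310 of those were genes called without it. The majority direction of H33S31A also reversed with RLE size factors (197 higher, 192 lower), DESeq2 (294 higher, 264 lower), the background subtracted (210 higher, 186 lower) and without H33S31A replicate 3 (130 higher, 125 lower). Among the 16 contrasts other than the differences in the change with age, the majority direction reversed under at least 1 alternative in 12.

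At 10 days 824 genes were called in H33null (534 higher, 290 lower), 545 in H33H32 (384 higher, 161 lower) and 228 in H33S31A (131 higher, 97 lower), with at least a 2-fold change in 312 (178 higher, 134 lower), 187 (81 higher, 106 lower) and 121 (56 higher, 65 lower), so at 2-fold most calls in H33H32 and H33S31A were lower. These counts rest on OreR libraries of unequal background. Without OreR replicate 3 the count was 1585 for H33H32 and 966 for H33S31A, and without OreR replicate 2 it was 313 for H33H32. Leaving out H33H32 replicate 1 gave 259 for H33H32, and leaving out H33S31A replicate 2 or 3 gave 103 or 104 for H33S31A, where the lone library is assumed to vary like the other groups. The covariate gave 943, 378 and 294 calls, of which 746, 320 and 216 were shared with the model without it. In H33S31A most calls were then lower (134 higher, 160 lower), and with the untrimmed covariate as well (97 higher, 160 lower). In H33H32 the share of higher genes among the calls was 70.5% with TMM and 60.1% with RLE size factors. A 10-day effect called in one genotype and not in another is not shown to differ between them, and the difference was not tested outside the contrasts below.

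Some genes with the largest changes were shared by the 3 mutants and others were not. CG32581 (FBgn0052581, X, 15796908 to 15799162) had 0 counts in all OreR libraries and 28.8 to 29.6 CPM in the means of the mutants at 1 day, at least 307-fold higher in H33null, 310-fold in H33H32 and 298-fold in H33S31A. At 10 days the bounds were at least 292-fold, 288-fold and 257-fold. mthl8 (FBgn0052475, 3L, 22428 to 26308) had 61.6 ± 7.26 CPM in H33null and 24.1 ± 12.2 CPM in H33H32 at 1 day (n = 3 each) against 1 count over the 3 OreR libraries, ratios of 1910 (95% interval 342 to 75500) and 743 (133 to 29400). At 10 days it had 0 counts in OreR and was at least 807-fold higher in H33null and 478-fold higher in H33H32. In all 5 H33S31A libraries mthl8 had 0 counts. The 0 counts of CG32581 and mthl8 in OreR at 10 days include replicate 2, the library of highest background. There, 94.8% of 1998 protein-coding genes nearly silent in 4 libraries of low background were detected. Whether the OreR stock holds sequence of these genes that the reads can match was not tested. The folds are therefore not shown to be changes in transcription. Cyp6a17 (FBgn0015714, 2R, 14873953 to 14875739) fell from 56.8 ± 10.7 CPM in OreR at 1 day to 0.266 ± 0.232 in H33null, 0.0774 ± 0.0735 in H33H32 and 0.136 ± 0.236 in H33S31A (n = 3 each; largest adjusted p = 3.49e-09). Its log2 fold change was -7.61 in H33null and -8.63 in H33S31A, and with 3 counts over the H33H32 libraries it was lower there by a ratio of 685 (234 to 3330). CG2209 (FBgn0030441, X, 13022198 to 13022949) had 0 counts in the H33null libraries, at least 38.1-fold lower than OreR at 1 day and 60.6-fold lower at 10 days. In H33S31A it stood at 4.29 to 6.17 CPM per library at 1 day and 3.11 to 3.93 CPM at 10 days, against 3.16 to 5.23 CPM in OreR at 1 day. In H33H32 at 1 day CG12688 (FBgn0029707, X, 4380758 to 4382466) was lower by a ratio of 125 (34.1 to 1040). It was also low at 1 day in H33S31A (0 to 0.148 CPM per library) and H33null (0.641 to 1.29 CPM), against 5.3 to 8.96 CPM in OreR. In H33S31A lncRNA:CR40469 (FBgn0058469, X, 122493 to 122706) was at 3720 ± 928 CPM at 1 day (n = 3) and 2660 ± 275 CPM at 10 days (n = 2), against 13 ± 2.1 and 2.98 ± 3.29 in OreR (n = 3 each). CG34423 (FBgn0085452, 2R, 23358612 to 23359204) had 0 counts in H33S31A at 1 day, at least 50.8-fold lower than OreR. At that age it was also low in H33null (0.323 to 0.623 CPM per library) and H33H32 (0.0731 to 0.585 CPM), against 3.17 to 7.23 CPM in OreR. CG3588 (FBgn0025643, X, 2919770 to 2924426), at 6.74 ± 5.34 CPM in OreR at 10 days, was lower in H33H32 by a ratio of 281 (50 to 11200) and at least 54.2-fold lower in H33S31A. Without OreR replicate 2 the ratio was 160 (28.1 to 6400) and the bound 30.9-fold. The call in H33S31A was kept in 9 of 13 alternatives and lost without H33S31A replicate 2 (adjusted p = 0.173) or 3 (0.142), with the background subtracted (0.0505) and in the fit of the compared groups alone (0.0547), against 8.52e-05 to 0.173 over the alternatives.

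Across all 6 contrasts with OreR, 40 genes were called higher and 34 lower in each, and 73 of the 74 had a mean of at least 1 CPM. Besides CG32581, lncRNA:CR40469 and Cyp6a17, the genes with the largest mean changes were GstE6 (FBgn0063494, 2R, 18406011 to 18406761; mean log2 fold change 3.62, range 2.66 to 4.38), lncRNA:CR45484 (FBgn0267040, X, 4373981 to 4377716; -4.57, -5.68 to -3.51) and CG31988 (FBgn0051988, 2L, 21201493 to 21202802; -4.5, -5.88 to -3.63). In H33S31A at 1 day CG31988 had 3 counts over the group, lower than OreR by a ratio of 66.8 (22.5 to 327). In H33S31A at 10 days the call for CG31988 was lost in 6 of 13 alternatives (adjusted p 0.00106 to 0.419), that for lncRNA:CR45484 without H33S31A replicate 2 (0.128) or 3 (0.134), and that for GstE6 in the fit of the compared groups alone (0.1). Contrasts of the same age share the OreR libraries, which alone correlates their fold changes. Across genes, which are not independent replicates, r was 0.578 between H33null and H33H32, 0.493 between H33null and H33S31A and 0.699 between H33H32 and H33S31A at 1 day, against means of 0.5, 0.487 and 0.506 in 20 simulations of unchanged groups. The value for H33null and H33S31A lies within the simulated range of 0.473 to 0.508. At 10 days r was 0.779, 0.665 and 0.82 against simulated means of 0.506, 0.437 and 0.432. With the OreR libraries held as counted, a form run first that leaves out their error, the simulated means were 0.066, 0.074 and 0.074 at 1 day and 0.044, 0.059 and 0.051 at 10 days. Shared calls numbered 278, 167 and 190 at 1 day and 312, 136 and 176 at 10 days, with at most 1 shared call in a simulation. Of these, 277, 157, 189, 309, 130 and 176 went the same way. The sum over the 6 pairs, 1259, was 656 at an adjusted p below 0.01. These simulations draw each gene on its own and hold no background common to the genes of a library. OreR at 10 days had the highest mean background, 0.704 CPM per kb against 0.224 to 0.315 in the mutants. The excess at 10 days over the simulated values therefore does not separate a shared effect of the mutants from that background. The overlap was not computed with the background covariate.

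The positions of calls against OreR were examined for clusters along the chromosomes. Of the 423 tested genes within 1 Mb of His3.3A or His3.3B, 22 were called in H33null against OreR at 1 day (5.2%, against 8.03% elsewhere; odds ratio 0.63, Fisher's exact p = 0.0349, Benjamini-Hochberg p = 0.234 over 16 contrasts). None of the 6 contrasts with OreR had an adjusted p below 0.05 for these neighbourhoods, and 1 had an unadjusted one. On chromosome 4, 20 of 102 tested genes were called in the same contrast (19.61%, exact 95% interval 12.41% to 28.65%), against 6.49% to 8.65% on the other arms.

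Comparisons among the mutants leave the OreR stock out. Between H33null and H33H32 296 genes were called at 1 day (178 higher in H33null, 118 lower) and 291 at 10 days (121 higher, 170 lower). Between H33null and H33S31A 937 genes were called at 1 day (510 higher, 427 lower) and 415 at 10 days (259 higher, 156 lower). H33H32 and H33S31A gave 59 (40 higher, 19 lower) and 20 (12 higher, 8 lower). At 2-fold the majority kept its direction in these pairs except for H33null against H33H32 at 10 days (61 higher, 36 lower). DESeq2 moved the counts at 1 day most among tools and scalings for H33H32 against H33S31A, from 59 to 221. RLE size factors moved the higher share for H33null against H33S31A at 1 day from 54.4% to 41.5%, which reverses the majority. It was also reversed with the background covariate (743 higher, 764 lower), DESeq2 (727 higher, 1060 lower), the background subtracted (621 higher, 770 lower), the fit of the compared groups alone (1108 higher, 1122 lower) and without H33S31A replicate 3 (375 higher, 540 lower). For H33null against H33H32 at 10 days and H33H32 against H33S31A at 1 day, the majority was reversed in 4 of 14 alternatives each. The fits named below are only some of these. Leaving out 1 library reversed the majority in the other pairs too. For H33null against H33H32 this was H33H32 replicate 1 (76 higher, 83 lower) or 3 (105 higher, 126 lower) at 1 day, and H33null replicate 3 (93 higher, 81 lower) or H33H32 replicate 1 (85 higher, 71 lower) at 10 days. For H33null against H33S31A at 10 days it was H33S31A replicate 2 (74 higher, 75 lower). For H33H32 against H33S31A it was H33H32 replicate 2 (8 higher, 9 lower) or H33S31A replicate 1 (10 higher, 14 lower) or 3 (15 higher, 16 lower) at 1 day, and H33S31A replicate 2 (1 higher, 3 lower) or 3 (5 higher, 6 lower) at 10 days. At 1 day, leaving out 1 library gave 131, 167 or 168 for H33null against H33H32 (H33null replicate 1, 2 or 3) and 159 or 175 (H33H32 replicate 1 or 2). For H33null against H33S31A it gave 616, 584 or 477 (H33null replicate 1, 2 or 3) and 563 or 538 (H33S31A replicate 1 or 2). For H33H32 against H33S31A it gave 17 or 260 (H33H32 replicate 2 or 3) and 24, 25 or 31 (H33S31A replicate 1, 2 or 3). At 10 days the corresponding counts were 156 or 174 (H33null replicate 1 or 3) and 156 or 178 (H33H32 replicate 1 or 2) for the first pair. They were 267 (H33null replicate 1) and 149 or 139 (H33S31A replicate 2 or 3) for the second pair, and 12 (H33H32 replicate 2) and 4 or 11 (H33S31A replicate 2 or 3) for the third.

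The largest rise of H33null over H33H32 was that of w (FBgn0003996, X, 2790599 to 2796466), at 669 ± 19.8 against 0.814 ± 0.258 CPM at 1 day (log2 fold change 9.66, SE 0.48, adjusted p = 1.78e-11) and 402 ± 18.5 against 1.66 ± 0.923 CPM at 10 days (7.93, SE 0.43, adjusted p = 9.85e-11; n = 3 each). The level of w in OreR was 1.18 ± 0.322 and 4.28 ± 4.02 CPM and in H33S31A 0.447 ± 0.393 (n = 3) and 0.748 ± 0.692 CPM (n = 2), so H33null stood apart from all 3 other genotypes. CG3588 was at least 16.8-fold higher in H33null than in H33H32 at 1 day and higher by a ratio of 101 (17.8 to 4040) at 10 days. CG2209, with 0 counts in H33null, was at least 23.3-fold and 24.6-fold lower, and asRNA:CR45822 (FBgn0267472, 3L, 7355717 to 7356598) was lower by a ratio of 173 (47.6 to 1430) at 1 day. At that age asRNA:CR45822 was low in OreR (0 to 0.306 CPM per library) as in H33null (0 to 0.183 CPM). It was higher in both H33H32 (10.7 to 14.6 CPM) and H33S31A (14.8 to 15.8 CPM). His3.3B was the second fall at 10 days (-5.9, SE 0.19, adjusted p = 1e-14). The calls for CG3588 are fragile: that at 1 day was lost without any 1 of 5 libraries, and that at 10 days without any 1 of 2. Without H33null replicate 3 the bound at 1 day was 6.16-fold, and the ratio at 10 days was 154 (26.8 to 6140) without H33null replicate 1 and 64.5 (11 to 2610) without replicate 2.

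Within genotypes, 10 days was compared with 1 day. OreR gave 4680 called genes (2534 higher at 10 days, 2146 lower), H33null 1596 (448 higher, 1148 lower), H33H32 1209 (362 higher, 847 lower) and H33S31A 944 (213 higher, 731 lower). With at least a 2-fold change there were 2127 higher and 229 lower in OreR, 165 higher and 157 lower in H33null, 65 higher and 268 lower in H33H32 and 123 higher and 94 lower in H33S31A, so the lower majority in H33null and H33S31A rests on changes under 2-fold. The untrimmed background covariate moved the OreR count most, to 888 (378 higher, 510 lower). The background covariate gave 975 (448 higher, 527 lower), of which 777 were among the 4680. In the mutants it gave 1158 (556 higher, 602 lower), 1319 (632 higher, 687 lower) and 657 (266 higher, 391 lower), with 803, 925 and 522 shared, so the higher and lower calls in H33null and H33H32 were then nearly even. The untrimmed form gave 548 higher and 535 lower in H33H32. In H33null the majority also reversed with DESeq2 (1155 higher, 1119 lower) and the background subtracted (903 higher, 865 lower). Without OreR at 10 days, replicate 2, the OreR count was 1939 (649 higher, 1290 lower), so most calls were then lower. Without OreR at 1 day, replicate 2, it was 2879 (1184 higher, 1695 lower), and without replicate 3 it was 2730 (1425 higher, 1305 lower). The majority of higher genes therefore rests on single libraries. H33null gave 863 without its replicate 2 at 1 day and 1047 without its replicate 2 at 10 days, and H33H32 gave 556 and 768 without the libraries of the same numbers. H33S31A gave 487 or 501 without its replicate 1 or 2 at 1 day, and 185 or 272 without its replicate 2 or 3 at 10 days. RLE size factors shifted the median log2 fold change of all genes by 0.104 in OreR, and moved the share of higher genes from 54.1% to 64.6% in OreR, 28.1% to 44.6% in H33null, 29.9% to 40.8% in H33H32 and 22.6% to 33.7% in H33S31A.

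**Figure D3:**
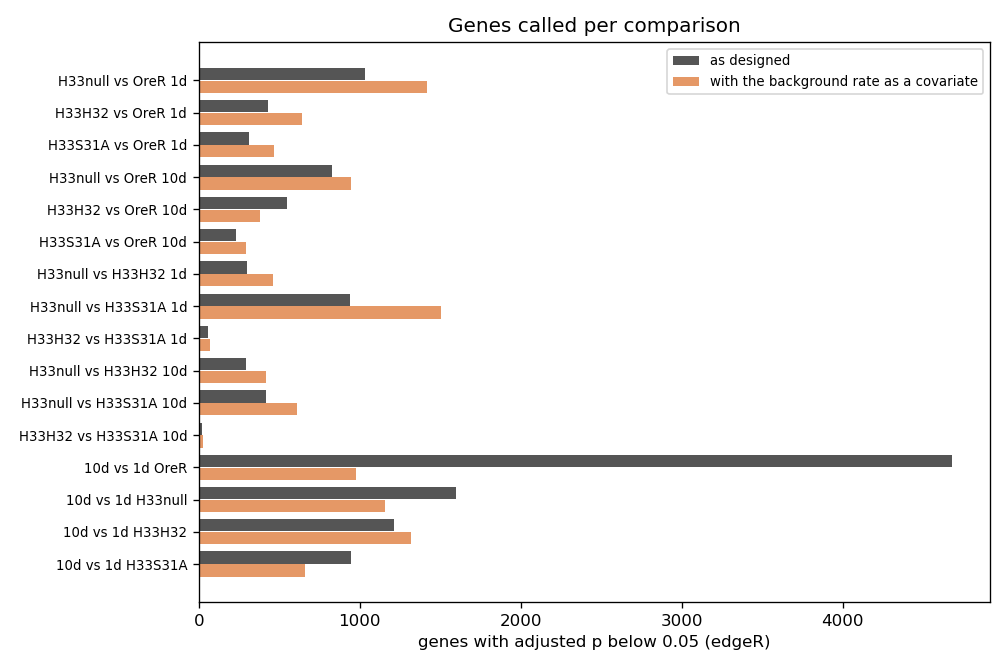
Number of genes called at an adjusted p below 0.05 (x axis) in each of 16 contrasts (y axis) in the model of group means and in the model with the background covariate. The change with age in OreR goes from 4680 to 975 genes, while H33null against OreR at 1 day goes from 1035 to 1420.

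The named genes of the OreR age contrast were ACXE (FBgn0040506, 2L, 12925611 to 12929823) and CG9737 (FBgn0039758, 3R, 30241268 to 30243312), which had 0 counts at 1 day and were at least 57.8-fold and 47-fold higher at 10 days. Most of these counts lie in replicate 2, the library of highest background, which holds 14.7 CPM of ACXE against 1.88 and 1.39 CPM in the other 2 libraries, and 11.6 CPM of CG9737 against 1.49 and 1.46 CPM. Without it the bounds were 17-fold and 15.4-fold. Their levels at 10 days, 5.98 ± 7.53 and 4.84 ± 5.83 CPM (n = 3), have an SD above the mean, and neither was called with the covariate (adjusted p = 0.201 and 0.134, the highest of their 14 alternatives, of which 12 gave a call for each). Acp1 (FBgn0014454, 2L, 7740562 to 7741537) fell from 26.4 ± 19.6 to 0.226 ± 0.221 CPM (-6.87, SE 1.18, adjusted p = 0.00029, and 0.0512 with the covariate; 1.33e-07 to 0.14 over the alternatives). Nplp3 (FBgn0042201, 3L, 16318024 to 16318690) fell from 85.8 ± 60.8 to 1.49 ± 0.318 CPM (n = 3; -5.84, SE 0.95, adjusted p = 0.00017; 1e-09 to 0.0685 over the alternatives, not called with the untrimmed covariate). Of the histone contig H3.A (2.6), H2b.A (1.32), H4.A (0.93) and H2a.A (0.88) were called higher with age in OreR, and with the covariate only H3.A was (1.01, adjusted p = 0.0316, the highest of its alternatives).

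The difference between a mutant and OreR in the change with age was tested directly. It called 3 genes for H33null, 1 for H33H32 and 1 for H33S31A, with 894, 2275 and 938 genes at an unadjusted p below 0.05 and 24, 44 and 3 calls by DESeq2. All 3 counts depend on OreR at 10 days, replicate 3, without which they were 43, 842 and 93. Otherwise leaving out 1 library gave 1 to 7 calls for H33null, 0 to 4 for H33H32 and 1 or 2 for H33S31A. The named genes are Lsp1gamma (FBgn0002564, 3L, 66430 to 68995) in H33null and H33H32, Fbp1 (FBgn0000639, 3L, 14094589 to 14098053) and H4.A in H33null, and Ir76a (FBgn0260874, 3L, 19799278 to 19803427) in H33S31A.

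Among the 9 gene lists, 25 of 171 tests of list and contrast were called by camera: 9 for the antimicrobial peptides, 5 for lncRNA:roX1 and lncRNA:roX2, 3 each for the H3.3 genes, fat body genes and germline genes, and 2 for heat shock proteins. Deposition factors, other histone variants and photoreceptor genes had 0 calls (lowest adjusted p 0.0541, 0.0837 and 0.0988), with 2, 2 and 3 tests at an unadjusted p below 0.05 and 1, 4 and 0 calls by fry. With fry, which estimates the correlation, 20 tests were called, 9 of them among the 25. The background covariate gave 23 calls, 19 of them among the 25. The 9 calls that held under fry were 3 of the H3.3 genes, 3 of the roX pair and 3 of the antimicrobial peptides. The last were H33H32 against OreR at 1 day (all 10 genes higher, median log2 fold change 4.23, camera adjusted p = 2.19e-08, fry 0.00169), H33null against OreR at 10 days (9 of 10 higher, median 2.68, camera 0.00036, fry 0.0311) and 10 days against 1 day in H33H32 (all 10 lower, median -2.22, camera 0.00103, fry 0.0367).

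Among single peptides in H33H32 at 1 day, AttC, DptA, DptB and AttB were called over all genes and 9 of 10 when adjusted over the list alone. The call for AttB held in 8 of 14 alternatives, for DptB in 8, for DptA in 10 and for AttC in 13. AttC (FBgn0041579) was at 26.8 ± 6.41 against 1.58 ± 2.15 CPM in OreR (log2 fold change 4.18, SE 0.85, adjusted p = 0.00566, n = 3 each). In H33null at 10 days AttC, Dro, Drs and Mtk were called and 6 of 10 adjusted over the list alone. In H33H32 between the ages AttC, DptA, DptB, Drs and Mtk were called lower, and 6 over the list alone. These calls were kept in 10, 14, 11, 8 and 8 of 14 alternatives, in that order. lncRNA:roX1 was called higher in H33null (log2 fold change 1.1, adjusted p = 0.000637) and in H33H32 (1.5, adjusted p = 2.75e-05) than in OreR at 1 day, and higher at 10 days than at 1 day in OreR (1.58), H33null (0.67), H33H32 (0.88) and H33S31A (1.6). The last set of calls held in all alternatives except in H33null, where 9 of 14 kept it. Of the deposition factors, Caf1-105 (1.13, adjusted p = 0.000959) and Caf1-180 (2.45, adjusted p = 0.000112), subunits of the factor that deposits H3 at replication, were higher in H33null than in OreR at 1 day, as was cid, the centromeric H3 (4.12, adjusted p = 0.00245). Of the fat body genes, Fbp1 was higher at 1 day in H33null (60.6 ± 24.3 CPM), H33H32 (41.9 ± 25.7) and H33S31A (14.4 ± 3.06) than in OreR (2.4 ± 1.81; n = 3 each). For the fat body list 7 of 9 genes were called over the list alone between the ages in H33S31A, and 3 over all genes. The germline list was called higher with age by camera in OreR (adjusted p = 0.042), H33H32 (0.017) and H33S31A (0.00208). None of these calls held with the background covariate (camera adjusted p = 0.49, 0.369 and 0.0809 in that order), and in OreR the direction was then lower.

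Further list members were called by edgeR, some higher and some lower, and the log2 fold change of each is given with the alternatives that kept its call. asf1 was lower in H33null than in OreR at 10 days (-0.5, adjusted p = 0.0446, kept in 8 of 14), and Hira was higher in H33null than in H33S31A at 10 days (0.73, adjusted p = 0.0293, 9 of 13). Caf1-105 (0.94), Caf1-180 (2.25) and cid (3.91) were higher in H33null than in H33S31A at 1 day, each in all 14. With age, yem rose in H33null (0.44, 11 of 14) and H33H32 (0.47, 10 of 14), Caf1-105 in OreR (0.62, 9 of 14) and H33H32 (0.71, 10 of 14), and Caf1-180 in OreR (1.19, 7 of 14). Hsp70Ba, whose near-identical paralogs make its counts uncertain, was lower in H33null than in OreR at 1 day (-4.88, adjusted p = 0.00238) and 10 days (-5.49, adjusted p = 0.0012) and than in H33H32 at 10 days (-5.69, adjusted p = 0.00249), each in all 14. It was also lower in H33null than in H33S31A at 1 day (-3.28, 4 of 14) and 10 days (-4.24, 9 of 13). Hsp83 was lower in H33S31A than in OreR at 1 day (-0.87, 10 of 14) and higher in H33null than in H33S31A (0.71, 9 of 14), and DnaJ-1 was lower in H33S31A than in OreR at 10 days (-1.05, 9 of 13). Hsp67Bc fell with age in OreR (-1.41), H33null (-1.11), H33H32 (-0.98) and H33S31A (-1.17) under all alternatives.

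Rh5, a photoreceptor gene, was higher in H33null at 1 day than in OreR (2.01, 12 of 14), H33H32 (1.9, 8 of 14) and H33S31A (1.83, 11 of 14). norpA fell with age in OreR (-0.56, 12 of 14), H33null (-0.31, 3 of 14) and H33S31A (-0.46, 8 of 13), and chp in H33null (-1.77, 7 of 14). Of the fat body genes, Fbp1 was higher in H33null than in H33S31A at 1 day (2.06, 12 of 14) and fell with age in H33null (-4.31) and H33H32 (-3.73), each in all 14. Obp99b was higher in H33H32 than in OreR at 1 day (3.87, 10 of 14) and fell with age in H33null (-3.77, 12 of 14) and H33H32 (-3.56, 11 of 14). to was lower in H33null than in H33S31A at 10 days (-4.96, 12 of 13) and rose with age in OreR (4.68, 12 of 14) and H33S31A (6.98, 12 of 13, to 75.7 ± 94.9 CPM, n = 2), where Yp1 (2.94, 7 of 13) and Yp3 (3.05, 6 of 12) rose as well. Of the germline genes, aub (-1.64, 7 of 14) and qin (-1.36, 6 of 14) were lower in H33null than in OreR at 10 days. In OreR AGO3 (3.03, 11 of 14), spn-E (3.32, 10 of 14), bgcn (4.49, 10 of 13), stet (0.82, 11 of 14) and qin (1.26, 7 of 14) rose with age, and qin changed sign with the background covariate (-0.06). bgcn rose in H33null (3.17, 4 of 13), vas in H33H32 (3 counts at 1 day, a ratio of 19.2 with an interval of 6.32 to 95.5, and of 11.7 without replicate 3 at 10 days; 10 of 13) and H33S31A (3.86, 5 of 13), and stet in H33H32 (0.97, 13 of 14). Of the antimicrobial peptides, Mtk was higher in H33null than in H33H32 at 10 days (3.42, 11 of 14), Drs fell with age in OreR (-2.83, 8 of 14), and Dro (2.82, 7 of 14) and Mtk (3.33, all 14) rose in H33null. lncRNA:roX1 was higher in H33H32 than in OreR at 10 days (0.8, 11 of 14), and at 1 day higher in H33null (1.08, all 14) and H33H32 (1.48, all 14) than in H33S31A.

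In the 2 larval libraries against OreR brains at 1 day, where tissue, stage and labelled genotype all differ, H3.A was at 274 ± 15.7 against 10 ± 2.29 CPM (log2 fold change 4.77, SE 0.17, adjusted p = 3.07e-07). H2b.A (3.87), H2a.A (3.46), H4.A (2.2), H1.A (1.4) and His3.3A (0.81) were higher and His3.3B lower (-0.74) in larvae. All 7 were called in all alternatives run, and the log2 fold change of H3.A ranged from 4.67 to 4.95.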

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

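The results here are the genes and lists whose change with age differed between a mutant and OreR by a test of that difference. The tests of background rate, of fat body tissue and of male flies were chosen after these results were seen, while the splits and the leaving out of libraries were set beforehand. For each contrast 100 splits were used, the real grouping among them. At least the 3 genes called for H33null were given by 20, and at least the 1 gene called for H33H32 by 17. The largest counts among the other splits were 1784 for H33null and 926 for H33H32, so counts of this size and far larger arise without the real grouping. For H33S31A at 10 days no splits were drawn.

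Lsp1gamma differed by -7.6 on the log2 scale in H33null (SE 0.99, adjusted p = 0.00214 by edgeR) and by -6.28 in H33H32 (adjusted p = 0.0313). It fell from 17.4 ± 6.86 to 0.472 ± 0.374 CPM between the ages in H33null and from 8.72 ± 4.65 to 0.592 ± 0.149 CPM in H33H32, and stood at 0.248 ± 0.217 and 1.29 ± 0.689 CPM in OreR (n = 3 each). Fbp1 differed by -4.75 in H33null (SE 0.81, adjusted p = 0.0364), from 60.6 ± 24.3 to 3.06 ± 0.679 CPM, against 2.4 ± 1.81 and 3.16 ± 1.84 CPM in OreR. Means also fell where no difference was called. Lsp1gamma went from 6.7 ± 0.0817 (n = 3) to 0.787 ± 0.598 CPM (n = 2) in H33S31A. Fbp1 went from 41.9 ± 25.7 to 3.15 ± 0.775 CPM in H33H32 (n = 3 each) and from 14.4 ± 3.06 to 4.96 ± 3 CPM in H33S31A. Both genes were thus higher at 1 day in all 3 mutants than in OreR. For Fbp1 the change with age lay in the mutants. By edgeR it fell in H33null (-4.31, adjusted p = 3.79e-05) and H33H32 (-3.73, adjusted p = 0.000137), while the OreR means stayed at 2.4 and 3.16 CPM. Lsp1gamma was near the floor in OreR at both ages. Whether the mutants were unusually high or OreR unusually low at 1 day is not decided by the values. Leaving out 1 library kept the call for Lsp1gamma in H33null in all 12 fits (log2 differences -8.22 to -6.91, adjusted p 0.00115 to 0.0227). The call for Lsp1gamma in H33H32 was kept in 2 of 12 fits (adjusted p 0.00196 to 0.153) and that for Fbp1 in 3 of 12 (0.00772 to 0.17). Over 20 alternatives of all kinds Fbp1 was called in 9, with adjusted p from 0.000113 to 0.403. The background rate is argued against as the cause, since Lsp1gamma in H33null kept an adjusted p of 0.00259 with the background covariate (Fbp1 0.0336). Fat body carried along in dissection could not be decided: the 8 other genes of the fat body list had a median difference of -0.24 in H33null, with 7 of 8 lower, and it was 0.26 in H33H32. Of these, Obp99b (-4.12, adjusted p = 0.583) and to (-4.67, adjusted p = 0.603) differed by nearly as much without being called. Obp99b fell in H33null (log2 fold change with age -3.77), whereas the difference of to comes from its rise in OreR (4.68), while in H33null it stood at 2.3 ± 2.4 CPM at 10 days (n = 3) with a change with age that was not called (adjusted p = 0.997). Yp1, Yp2, Yp3, apolpp and Npc2g stayed between -0.43 and -0.06. That list was not built to separate larval from adult fat body, and no list of larval genes was tested, so larval tissue that persists into young adults may contribute. A difference between the genotypes in development stays open as well and was not tested.

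H4.A differed by -1.51 in H33null (SE 0.24, adjusted p = 0.0219), from 181 ± 8.23 to 121 ± 20 CPM between the ages, against 108 ± 12.5 to 206 ± 49.6 CPM in OreR (n = 3 each). H4.A rose with the background rate within groups, by 126 CPM per kb for each 1 CPM per kb (54.7 to 197, and 123 with an interval of -72.7 to 318 without OreR at 10 days, replicate 2), but with the background covariate the difference was -1.41 (adjusted p = 0.0131), which argues against the background as the whole cause. The call was kept in 5 of 12 fits that left out 1 library (adjusted p 0.00115 to 0.12). The other genes of the contig moved the same way without being called, by -0.68 for H1.A to -1.83 for H3.A. A difference between the genotypes in histone RNA stays open and was not tested.

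Ir76a differed by 2.85 in H33S31A (SE 0.33, adjusted p = 0.000343), with 0.856 ± 0.0367 CPM at 1 day (n = 3) and 7.68 ± 0.983 CPM at 10 days (n = 2), against 27.6 ± 2.86 and 33.9 ± 2.27 CPM in OreR (n = 3 each). All 11 fits that left out 1 library kept the call (2.72 to 3, adjusted p 0.000424 to 0.00476). Ir76a is a chemosensory receptor gene, and the background rises with age, but the adjusted p with the background covariate was 0.00114. The background is therefore argued against as the whole cause. In the other mutants Ir76a went from 9.55 ± 0.475 to 20.9 ± 6.78 CPM (H33H32) and from 14.8 ± 3.39 to 22.5 ± 1.85 CPM (H33null; n = 3 each), means below those of OreR at both ages. The difference in the change with age was not called there (0.84, adjusted p = 0.239 in H33H32 and 0.32, adjusted p = 0.764 in H33null), and the mutants were not compared with each other in that change. A variant of the H33S31A stock at this gene, a difference of the OreR stock and a difference between the genotypes stay open, and none was tested.

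The antimicrobial peptides differed in H33H32 by a median of -2.78 (10 genes, 2 higher, camera adjusted p = 0.00606, fry adjusted p = 0.107, so not called by fry). Of 100 splits, 25 gave a p as small. With the background covariate the median was -2.05 (adjusted p = 0.00354, against 0.000572 to 0.107 over the alternatives), which argues against the background rate. Fat body carried along could not be decided, because the fat body list had a median of 0.07 in that contrast with members going both ways. Exposure of the flies of one group to microbes is a candidate explanation that the libraries cannot test.

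The last result is the list of Y-linked genes with the roX pair, of which only lncRNA:roX1 and lncRNA:roX2 could be tested. It differed by -1.33 in H33null (2 of 2 lower, camera adjusted p = 0.0457, fry adjusted p = 0.0919, so not called by fry), and 13 of 100 splits gave a p as small. The call was lost under each of the 5 alternatives run for lists, with adjusted p of 0.0592 with RLE size factors, 0.0566 with the replicate block, 0.0729 in the fit of the compared groups alone and 0.0603 with the background covariate beside fry, so it is a result at the threshold. The median with the covariate was -1.32, and whether the background contributes could not be decided, because a small shift of p at the threshold is all that changed. Male flies among the dissected females could not be decided either: Y-linked genes had at most 4 counts in a library of OreR or H33null, but how many a male brain would give was not measured here. Both genotypes rose with age, by 1.58 in OreR and 0.67 in H33null for lncRNA:roX1, and a difference between them in that rise stays open.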

How the results depend on the processing

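The background covariate, its untrimmed form and the subtraction of the background were chosen after the data were seen, and all other alternatives beforehand. Among 234 pairs of a named gene and a contrast 164 were called, and 89 of these stayed called under every alternative run for them (at most 20 each). The call that changed sign is qin with age in OreR, from 1.26 to -0.06 with the covariate and -0.14 with its untrimmed form (adjusted p 0.00925 to 0.959 over its alternatives). Besides qin, the covariate removed 29 calls of such pairs and added 6, and the fit of the compared groups alone removed 25 and added 8. All 6 H33null contrasts kept the call for His3.3B. His3.3A in H33null at 10 days was 0.71 and not called in the fit of the compared groups alone (adjusted p 0.161, against 0.000324 to 0.161 over the alternatives). Where no reason is given for a moved value, the cause was not tested.

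Counts below moved by over 1.5 times from the value in the report. With DESeq2, H33H32 against OreR gave 769 at 1 day and 1034 at 10 days, H33S31A against OreR 558 and 638, and H33null against OreR 1254 at 10 days. Among mutants it gave 491 and 652 for H33null against H33H32, 1787 and 823 for H33null against H33S31A and 221 and 43 for H33H32 against H33S31A, at 1 and 10 days. It gave 1901 for age in H33H32, and 24, 44 and 3 for the difference in the change with age in H33null, H33H32 and H33S31A.

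The fit of the compared groups alone estimates the spread from fewer libraries. It gave 268 for H33H32 against OreR at 1 day, and 277, 84 and 64 for H33null, H33H32 and H33S31A against OreR at 10 days. It gave 2230 for H33null against H33S31A at 1 day, 21 and 8 for H33H32 against H33S31A at 1 and 10 days, 1366 for age in OreR and 2049 for age in H33S31A. The differences in the change with age were 0, 0 and 2 by edgeR, with 894, 2275 and 938 genes at an unadjusted p below 0.05 in the fit of all groups and 24, 44 and 3 calls by DESeq2.

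The background covariate gave 466 for H33S31A against OreR, 458 for H33null against H33H32 and 1507 for H33null against H33S31A at 1 day, 975 for age in OreR, and 7 and 2 for the differences in the change with age of H33null and H33H32. Its untrimmed form gave 768 and 308 for H33H32 against OreR at 1 and 10 days, 532 for H33S31A against OreR at 1 day, 1432 and 634 for H33null against H33S31A at 1 and 10 days, 888 for age in OreR, and 7 and 2 for the same differences. With the background subtracted, H33S31A against OreR at 10 days gave 380 and the difference for H33H32 gave 0 (edgeR; 44 by DESeq2). RLE size factors gave 6 for the difference in H33null, and no filter on low counts gave 2 for that in H33S31A. At an adjusted p below 0.01 the shared calls fell from 1259 to 656, as a stricter threshold must lower them.

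Leaving out each library in turn tests fewer samples. Against OreR at 1 day it gave 601 to 971 for H33null, 221 to 560 for H33H32 and 198 to 258 for H33S31A. At 10 days it gave 565 to 1021, 259 to 1585 and 103 to 966, with the highest of each without OreR replicate 3. Among mutants at 1 day it gave 131 to 231 for H33null against H33H32, 477 to 915 for H33null against H33S31A and 17 to 260 for H33H32 against H33S31A. At 10 days it gave 156 to 205, 139 to 400 and 4 to 19 in that order. Age gave 1939 to 5114 in OreR, 863 to 1414 in H33null, 556 to 1380 in H33H32 and 185 to 881 in H33S31A. The differences in the change with age gave 1 to 43 for H33null, 0 to 842 for H33H32 and 1 to 93 for H33S31A, with the highest of each without OreR at 10 days, replicate 3.

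Over pairs from both ages, libraries with the same replicate number did not deviate together in general. A correlation of deviations above 0.1 was found in 24 of 77 pairs (median -0.012, range -0.39 to 0.69), and the median for different numbers was 0.02. Over both ages together the numbers therefore gave no sign of pairing the libraries, but pairing within an age was not tested. At 10 days the background was highest in replicate 2 and lowest in replicate 1 in OreR, H33null and H33H32, while in H33S31A it was higher in replicate 3. At 1 day it was highest in replicate 1 in OreR and H33null and in replicate 3 in H33H32 and H33S31A. A batch by number within an age is not excluded. With the replicate block the difference in the change with age of H33null gave 5 calls, and no other count moved by over 1.5 times.

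Of 171 list tests 25 were called, and 22 of these with RLE size factors, 9 with fry, 24 with the replicate block, 19 with the covariate and 18 in the fit of the compared groups alone. On data simulated with the real library sizes and spread, 45.5% of genes changed by 1 on the log2 scale were called in H33null against OreR at 1 day, and 29.5% for the difference in its change with age. Depth was not varied, so its share in what can be called was not measured.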

Other observations

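Tests named here were chosen after the result was seen, except those of linked positions, of chromosome 4 against expression-matched sets, of the neighbourhoods of the H3.3 loci, of the whole cell-division list, of a younger state, and the splits, which were set before their values were computed. The patterns and their tests come from the same libraries, so each explanation is a hypothesis.

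The background rate varied within groups, by 6.99-fold among the OreR libraries at 10 days, 6.38-fold in H33H32 and 5.44-fold in H33null at 10 days, and 2.12-fold to 3.94-fold in the groups at 1 day. A candidate explanation is genomic DNA in the libraries. DNA gives counts in proportion to copy number, and the histone contig pools all copies of the repeat. H3.A rose within groups by 85 times the background rate per kb (76.3 to 93.6, and 56.9 without OreR at 10 days, replicate 2), H2b.A by 138 and H4.A by 126, while single-copy His3.3A changed by -3.97 (-25.5 to 17.5). Without that library the contrast with His3.3A was not resolved: His3.3A then changed by 41.6 (-9.55 to 92.8), and the intervals of H4.A (-72.7 to 318) and H1.A (-72.7 to 299) included 0. In that library the 1998 protein-coding genes nearly silent in 4 libraries of low background were detected in 94.8% of cases, at 12.5 to 16.3 counts per kb in classes of exon length and with an X to autosome ratio of 0.885. DNA would give values of this kind, although the DNAse step in the labels would act against it. The slope of 85 exceeds the 23 annotated copies, but the copy number in these stocks was not measured. Whether 85 is too large for DNA is therefore not known. Library depth is argued against, with a Spearman's rho of 0.035 between total count and background (permutation p = 0.878; Pearson's r -0.241, p = 0.261, and -0.201 without the 2 libraries farthest in depth; 23 libraries). Age as the only cause is argued against by the 6.99-fold range among flies of the same genotype and age.

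The excess of genes called with age in OreR over the mutants (4680 against at most 1596) may come from the same background: with the background covariate 975 genes were called in OreR and 1158, 1319 and 657 in the mutants. OreR at 10 days has the highest mean background, so background and age partly share their variation in that contrast, and a lost call does not show that a gene is unchanged.

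His3.3A was not lower in H33null, although its genotype label covers H3.3. Reads of His3.3B assigned to His3.3A are argued against, because His3.3A rose by 0.74 while His3.3B fell. His3.3B counts remained in H33null, at 210 to 301 per library. Genomic DNA is argued against, since they exceed the background expected for the gene's exons by 17 to 225 times. RNA from a remaining part of the locus, or from cells carrying another allele, stays open, and the gene-level counts cannot separate these.

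Genes called the same way in all 6 contrasts with OreR sat close together. Of the 74, 33.8% had another of the set within 100 kb, against a mean of 14.7% in 2000 expression-matched sets of genes (27% at the upper end of the central 95% of sets, 3 sets as large). Stock differences at linked positions between OreR and the mutants may therefore underlie part of that set. Sequence linked to the edited loci is argued against as a source of calls around His3.3A and His3.3B, where the odds ratio of a call within 1 Mb was 0.63 in H33null at 1 day.

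On chromosome 4, 19.61% of the tested genes were called in H33null against OreR at 1 day (10 higher, 10 lower), against 8.93% in expression-matched sets (permutation p over 10000 gene sets 6e-04, Benjamini-Hochberg p = 0.0036 over 12 contrasts). At 10 days it was 17.65% against 7.16% (permutation over gene sets, Benjamini-Hochberg p = 0.0024). Against H33H32 it was 6.86% against 1.9% at 1 day (0.009) and 3.92% against 2.75% at 10 days (0.45), and against H33S31A 16.67% against 10.74% (0.096) and 9.8% against 3.38% (0.008). Apart from the first, these contrasts had mostly higher genes among the calls: 15 higher and 3 lower against OreR at 10 days, 6 and 1 then 3 and 1 against H33H32, and 14 and 3 then 9 and 1 against H33S31A. The median log2 fold change over the tested genes of the chromosome stayed between -0.11 and 0.11 in these 6 contrasts. Expression level is argued against by the matched sets and the background rate by the share with the background covariate, 20.59%. Genes of 1 chromosome are not independent replicates, so a chromosome 4 of other origin in H33null may give the same excess as an effect of H3.3, and this was not tested.

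Caf1-105, Caf1-180 and cid were higher in H33null at 1 day, the first pair also against H33H32 (0.81, adjusted p = 0.0337, called in 8 of 14 alternatives with adjusted p 0.00512 to 0.169, and 1.96, adjusted p = 0.00257, called in all 14), and cid not (adjusted p = 0.0943). A list of 37 cell-division genes was written before its values were computed, and all 37 were tested. Its median log2 fold change was 1.11 in H33null against H33H32 at 1 day (32 of 37 higher, 11 called and 15 when adjusted over the list alone, camera adjusted p = 7.69e-15, fry adjusted p = 0.00216) and 0.89 against OreR (29 of 37 higher, fry adjusted p = 0.00318). More dividing or recently divided cells in H33null may explain this. After the values were seen the list was divided: 18 replication genes had a median of 1.69 (17 of 18 higher, fry adjusted p = 3.3e-05) and 18 mitosis genes a median of 0.78 (14 of 18 higher, camera adjusted p = 0.00646, fry adjusted p = 0.376, and 0.0881 with the background covariate). Against H33S31A the mitosis genes were higher by both tests (median 1.06, 14 of 18 higher, camera adjusted p = 0.00179, fry adjusted p = 0.0342), and against OreR by neither (0.16, 11 of 18 higher, camera adjusted p = 0.0678, fry adjusted p = 0.376). The contrasts differ, so whether more cells were in mitosis could not be decided. At 10 days the whole list had a median of 0.38 against H33H32 (25 of 37 higher, camera adjusted p = 0.0029, fry adjusted p = 0.311), a call by camera that fry did not give. It was 0.05 against OreR (20 of 37 higher, camera adjusted p = 0.124) and 0.06 against H33S31A (19 of 37 higher, camera adjusted p = 0.703). With the background covariate camera called the list against OreR (median 0.26, 28 of 37 higher, camera adjusted p = 0.00578), but fry did not (adjusted p = 0.215). Against H33S31A the median was then 0.02 (19 of 37 higher, camera adjusted p = 0.849), so no rise at 10 days was common to the 3 contrasts. A younger state at 1 day could not be decided: the change between H33null and H33H32 correlated across genes with the change with age in OreR at r = -0.313, but at -0.094 with the background covariate, and 49.5% of the 527 genes falling with age were higher in H33null. Ovary carried along could not be decided. The germline list had a median of -0.14 in H33null against OreR with 5 of 12 genes higher, but 0.32 against H33H32 (7 of 12 higher, camera adjusted p = 0.48) and 0.74 against H33S31A (7 of 12 higher, camera adjusted p = 0.668), and its genes were near the floor. Of these, vas stood at 1.21 ± 0.399 CPM in H33null, 0.0731 ± 0.127 in H33H32 and 0.559 ± 0.416 in OreR at 1 day, and osk at 2.23 ± 2.92, 0.65 ± 0.596 and 2.54 ± 2.07 CPM (n = 3 each). The background rate is argued against by a median of 1.14 for the cell-division list with the covariate. Higher expression of replication genes without more dividing cells stays open.

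The level of w stood at 669 CPM at 1 day and 402 CPM at 10 days in H33null, and at most at 4.28 CPM in the mean of another genotype. A change of the whole region is argued against, because the 22 tested genes within 100 kb of w had a median log2 fold change of 0.12 against OreR at 1 day, with w at 9.14. A marker transgene carrying w in the H33null stock stays open and was not tested.

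In each of the 12 contrasts of 3 against 3 libraries the real split was the only 1 of the 10 splits to give as many calls. The design cannot give a share under 0.1, so this alone does not exclude an arbitrary grouping. The largest counts among the other splits were 311 for H33null against OreR at 10 days, 74 for the change with age in H33H32 and 60 for H33H32 against OreR at 1 day. Of the 25 list calls by camera, 15 fell in such contrasts. The real split alone gave a p as small in 7 of them, 2 of 10 splits did in 1, the antimicrobial peptides in H33H32 against OreR at 1 day, and 3 of 10 did in 6, among them the germline list with age in OreR. For the antimicrobial peptides in H33S31A against OreR at 1 day 5 of 10 did.

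Y-linked genes had 0 to 4 counts per library in OreR and H33null, 7 to 131 in H33H32 and 15 to 101 in H33S31A. The larval libraries, labelled female, had 153 and 14. No explanation was tested for these values.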
